# Identification of triciribine as a novel myeloid cell differentiation inducer

**DOI:** 10.1371/journal.pone.0303428

**Published:** 2024-05-14

**Authors:** Souma Suzuki, Susumu Suzuki, Yuri Sato-Nagaoka, Chisaki Ito, Shinichiro Takahashi

## Abstract

Differentiation therapy using all-trans retinoic acid (ATRA) for acute promyelocytic leukemia (APL) is well established. However, because the narrow application and tolerance development of ATRA need to be improved, we searched for another efficient myeloid differentiation inducer. Kinase activation is involved in leukemia biology and differentiation block. To identify novel myeloid differentiation inducers, we used a Kinase Inhibitor Screening Library. Using a nitroblue tetrazolium dye reduction assay and real-time quantitative PCR using NB4 APL cells, we revealed that, PD169316, SB203580, SB202190 (p38 MAPK inhibitor), and triciribine (TCN) (Akt inhibitor) potently increased the expression of CD11b. We focused on TCN because it was reported to be well tolerated by patients with advanced hematological malignancies. Nuclear/cytoplasmic (N/C) ratio was significantly decreased, and myelomonocytic markers (*CD11b* and *CD11c*) were potently induced by TCN in both NB4 and acute myeloid leukemia (AML) M2 derived HL-60 cells. Western blot analysis using NB4 cells demonstrated that TCN promoted ERK1/2 phosphorylation, whereas p38 MAPK phosphorylation was not affected, suggesting that activation of the ERK pathway is involved in TCN-induced differentiation. We further examined that whether ATRA may affect phosphorylation of ERK and p38, and found that there was no obvious effect, suggesting that ATRA induced differentiation is different from TCN effect. To reveal the molecular mechanisms involved in TCN-induced differentiation, we performed microarray analysis. Pathway analysis using DAVID software indicated that “hematopoietic cell lineage” and “cytokine-cytokine receptor interaction” pathways were enriched with high significance. Real-time PCR analysis demonstrated that components of these pathways including IL1β, CD3D, IL5RA, ITGA6, CD44, ITGA2B, CD37, CD9, CSF2RA, and IL3RA, were upregulated by TCN-induced differentiation. Collectively, we identified TCN as a novel myeloid cell differentiation inducer, and trials of TCN for APL and non-APL leukemia are worthy of exploration in the future.

## Introduction

Acute myeloid leukemia (AML) is a fatal disease characterized by the proliferation of clonal and abnormally differentiated cells of the hematopoietic system, which infiltrate into the bone marrow, peripheral blood, and other tissues [1]. Cytarabine-based standard chemotherapy is widely used to treat all types of AML, although it can cause severe side effects. All-trans retinoic acid (ATRA) is well established as a differentiation therapy because it is very effective and has few side effects for a specific type of AML, acute promyelocytic leukemia (APL). However, the development of tolerance and narrow application of ATRA need to be improved. The activation of kinase signal transduction pathways contribute to the biology of AML through aberrant cell proliferation and differentiation blockade [2]. Furthermore, kinase inhibitors have been proposed as differentiation agents for acute leukemia [3,4]. Therefore, targeting these signaling pathways might be useful for the molecular-targeted treatment of AML.

Many kinase inhibitors have been reported to induce differentiation, including cyclin-dependent kinase inhibitors, glycogen synthesis kinase 3 inhibitors, Akt inhibitors, p38 mitogen-activated protein kinase (MAPK) inhibitors [5]. In the current study, we identified novel myeloid differentiation inducers using a Kinase Inhibitor Screening Library and found that triciribine (TCN) was an effective myeloid differentiation inducer.

TCN is a tricyclic nucleoside, whose synthesis was first described in 1971 by Shram and Townsen [6]. Subsequent studies indicated that TCN inhibits DNA synthesis, although the precise mechanisms involved remain unclear [7]. Wotring *et al*. [8] reported TCN might inhibit Okazaki fragment initiation and/or DNA polymerase delta. Thereafter, it was revealed that TCN had activity against the Akt enzyme, and had higher selectivity for Akt compared with other kinases, including phosphoinositide 3-kinase (PI3K), protein kinase C, protein kinase A, and extracellular signal-regulated kinase (ERK) 1/2 [9,10]. We revealed that the addition of TCN to APL NB4 cells led to the induction of “hematopoietic cell lineage” and “cytokine-cytokine receptor interaction” pathways, which might activate the ERK/MAPK pathway leading to myeloid differentiation.

## Materials and methods

### Cell culture and reagents

NB4 and HL-60 cells were cultured in RPMI medium containing 10% heat-inactivated fetal bovine serum under 5% CO_2_ at 37°C in a humidified atmosphere. Cell cultures were performed using an authenticated technique (https://www.sigmaaldrich.com/japan/ordering/technical-service/recipe-cc.html). The following kinase inhibitors were used for flow cytometry (FCM), morphological analysis, and western blotting in this study: Kinase Inhibitor Screening Library (Cayman, MI, USA), TCN (Cayman), and U0126 (Cayman).

### Nitroblue tetrazolium reduction test (NBT)

For the NBT reduction test, 5×10^5^ cells were incubated in 0.5 ml of a freshly prepared solution containing PBS, NBT (Sigma; 1 tablet/10 ml of PBS), and 0.33 μM phorbol myristate acetate for 30 min at 37°C. After the blind labeling of each sample, at least 200 cells were counted and the percentage of NBT-positive cells was calculated.

### Surface marker expression analysis by FCM

For FCM analysis, approximately 2–3×10^5^ cells were washed with PBS, and 30 μl aliquots of the cell suspensions were protected from light and incubated with 1 μl of a phycoerythrin (PE)-conjugated mouse anti-human CD11b antibody (BioLegend, San Diego, CA) for 30 min at room temperature. An isotype-matched PE-conjugated mouse IgG (BioLegend) antibody was used as a negative control. After incubation, the samples were analyzed on an LSR Fortessa X-20 Flow cytometer (BD Biosciences, San Jose, CA).

### Morphological analysis

In each experiment, NB4 and HL-60 cells in the logarithmic growth phase were seeded at 2×10^5^ cells/ml, and induced to differentiate with or without ATRA or TCN. The differentiated cells were collected for analysis at specified times. Differentiation was evaluated by morphology after Wright–Giemsa staining. After the blind labeling of each sample, the nucleus/cytoplasm ratio of at least 200 cells was objectively evaluated, and the data were analyzed statistically and presented as a violin plot using Prism software (version 9.0; GraphPad Software Inc., La Jolla, CA, USA).

### Western blotting

We used a nuclear extract and cytosol preparation kit (Apro Science, Naruto, Tokushima, Japan) following the manufacturer’s protocol. An appropriate amount of 1× phosphatase inhibitor cocktail (Roche, Indianapolis, IN) and 1× protease inhibitor cocktail (Roche)) was added and the protein concentration was measured by a Pierce protein assay kit (Thermo Fisher, Waltham, MA, USA). Aliquots of supernatants containing 20–30 μg of protein were separated and immunoblotted. Image was captured by WSE-6300H-CS LuminoGraph Ⅲ (ATTO, Tokyo, Japan). Total cellular extracts were prepared and immunoblotted as described. Signaling pathway molecules were examined using anti-phospho-p44/42 MAPK ERK1/2(Thr202/Tyr204), anti-phospho p38(T180/Y182), and p44/42 MAPK mouse monoclonal antibodies (all from Cell Signaling Technology, Beverly, MA, USA). Anti-p38α/stress-activated protein kinase (SAPK)2α mouse monoclonal antibody was obtained from BD Biosciences. Rabbit monoclonal β−actin (Cell Signaling Technology) was employed to access the equal loading of the protein.

### Microarray and mRNA expression analyses

For RNA preparation for real-time PCR analyses, NB4 cells treated with TCN and their control cells were seeded at a density of 2–3×105 cells/ml. For microarray analyses, total cellular RNA was isolated from controls and cells treated with 10 μM TCN for 72 hours, using an RNA Mini Purification Kit (Qiagen, Miami, FL) according to the manufacturer’s protocol. The samples were subjected to microarray analyses using a Filgen Clariom™ D Assay (Filgen, Nagoya, Japan). Data were analyzed by Transcriptome Analysis Console (TAC) Software (Thermo Fisher Scientific). KEGG pathway analysis was performed by the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov). The gene expression datasets were deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through the GEO series (accession number GSE235632). For RNA preparation for real-time PCR analyses, cells were seeded at a density of 2–3×10^5^ cells/ml and treated with 10 μM or the indicated amount of TCN. The cells were harvested after 72 h, or at the specified times. For mRNA expression analyses, cDNAs were prepared from cells using a ReverTra Ace® qPCR RT Kit (Toyobo, Tokyo, Japan). Quantitative PCR was performed using the Thunderbird SYBR qPCR Mix (Toyobo) according to the manufacturer’s protocol, an Opticon Mini Real-time PCR Instrument (Bio-Rad, Hercules, CA), and a CFX Connect Real-Time PCR Detection System (Bio-Rad) as previously described [11]. The sequences of the primers are listed in S1 Table. The thermal cycling conditions for all genes were: 95°C for 15 sec, 35 cycles of 95°C for 10 s, 60°C for 45 s, and 72°C for 3 min.

## Results

### Identification of TCN as a novel myeloid differentiation inducer

To identify novel myeloid differentiation inducers, we used a Kinase Inhibitor Screening Library. The NBT assay using NB4 cells showed there was an increase in the percentage of NBT-positive cells after incubation with 18 of 152 inhibitors (Fig 1A).

**Fig 1:**
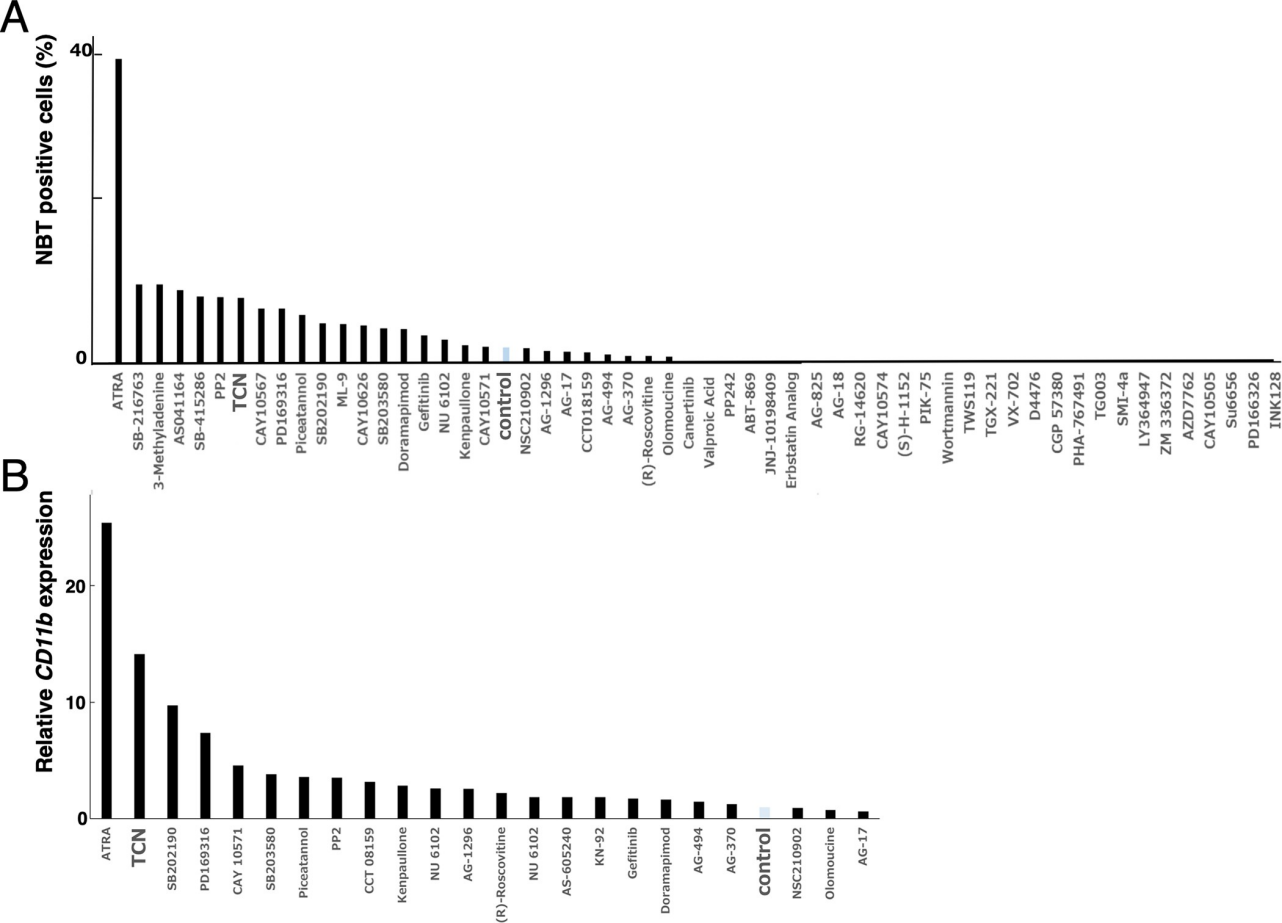
Identification of TCN as a novel myeloid differentiation inducer. (A) Effects of ATRA and components of the kinase inhibitor screening library on NBT positive cells. ATRA was used at a final concentration of 100 nM and kinase inhibitors were used at 10 μM, unless noted otherwise. The NBT assay was performed 72 hours after the addition of these agents. (B) Summary of *CD11b* gene expressions by real-time PCR. The relative *CD11b* expression was calculated from the fold expression of *CD11b*, determined by the copy number of *CD11b* divided by the copy number of the internal control, *GAPDH*, compared with control values. The data shown are the mean values of experiments performed in triplicate.

Next, we examined the expressions of *CD11b* gene by real-time quantitative PCR. We found that TCN (Akt inhibitor), SB202190, PD169316, CAY10571, SB203580 (p38 MAPK inhibitor) and several other inhibitors increased the expression of *CD11b* (Fig 1B), and this was confirmed by FCM analysis (Fig 2A). p38 MAPK inhibitors were reported to be involved in myeloid differentiation [5]; therefore, we focused on TCN because it has not been identified as a myeloid differentiation inducer, and is well tolerated in patients with advanced hematological malignancies [12]. We assessed the time-course effect of TCN on NB4 cells. As shown in Fig 2B, maximal CD11b expression was observed 72 hours after incubation with TCN.

**Fig 2:**
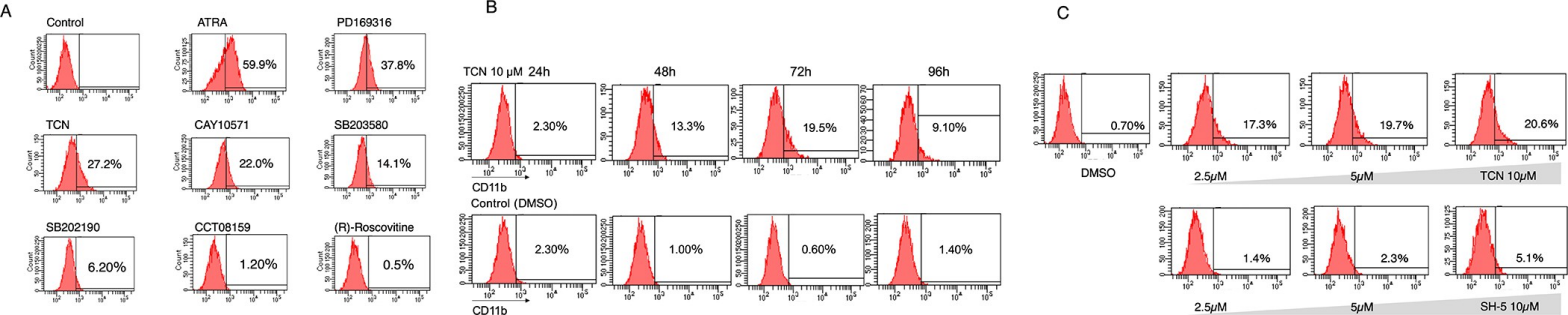
Effects of ATRA and kinase inhibitors on the expression of CD11b in NB4 cells analyzed by FCM. (A) The percentages of CD11b positive cells after the addition of the indicated kinase inhibitors are shown as representative histograms of at least three independent experiments. (B) Time course FCM experiment to examine CD11b positive cells after the addition of TCN. Lower panels are controls, to which the solvent dimethylsulfoxide (DMSO) was added. (C) The expression of CD11b in the presence of the indicated doses of TCN and controls (upper panels). The indicated amount of Akt inhibitor SH-5 was added as a comparative experiment (lower panels).

### TCN changes the morphology and potently decreases the nuclear/cytoplasmic ratio of NB4 and HL-60 cells

We next examined the morphology of cells with or without TCN. To prove the efficiency of TCN in inducing cell differentiation in other AML cell types other than NB4, we examined an AML (M2) derived [13] cell line HL-60. As shown in Fig 3A, 72 hours after the addition of TCN, the cytoplasm of NB4 cells was enlarged with slight budding of the plasma membrane region, which was morphologically similar to the effect of 100 nM of ATRA, at the concentration we observed similar nuclear/cytoplasmic (N/C) ratio to 10 μM of TCN (Fig 3B). This indicates that partial myelomonocytic differentiation rather than full myeloid differentiation was achieved [14,15]. Next, we evaluated N/C ratio, which was analyzed statistically and presented as a violin plot. In the absence of TCN, the mean N/C ratio was 70%, which was significantly decreased to 60% in the presence of TCN, which was similar to the effect of the addition of 100 nM ATRA (16) (Fig 3B). In HL-60 cells, the cytoplasm was enlarged like which was seen in NB4 cells (Fig 3C), however, the effect of TCN was even more efficient than 100 nM of ATRA (Fig 3D).

**Fig 3:**
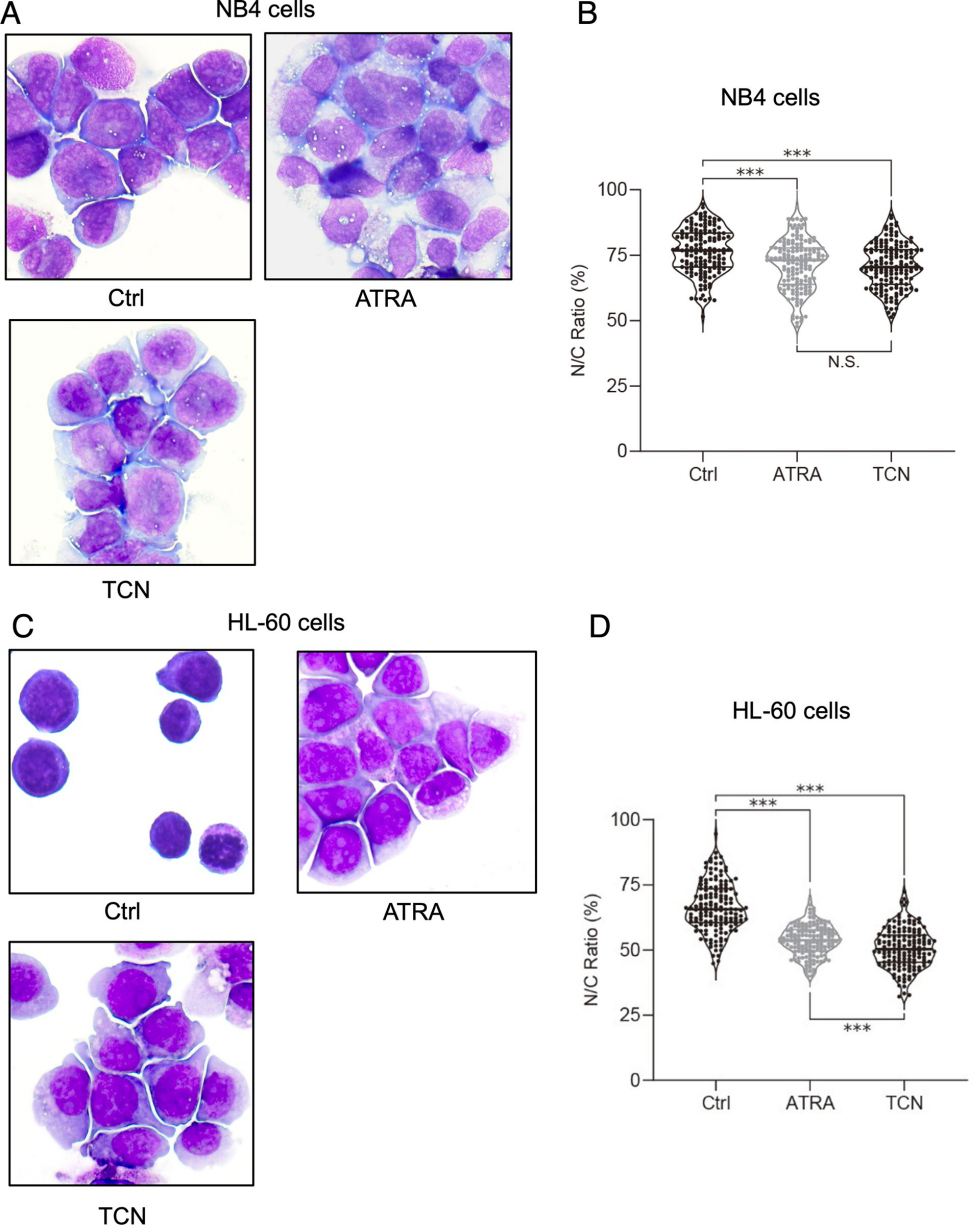
Morphologic analyses of NB4 and HL-60 cells in the presence or absence of TCN or ATRA. (A, C) NB4 cells (A) or HL-60 cells (C) were collected and subjected to Wright-Giemsa staining, with and without ATRA (100 nM) or TCN (10 μM) treatment. Magnification = ×400. (B, D) A violin plot of the percentages of the N/C ratio of each cell type, using NB4 cells (B) or HL-60 cells (D). Result of ATRA [16], shown in gray, is presented for comparison (***p<0.001; N.S. not significant).

### TCN potently induces myelomonocytic and other differentiation markers in NB4 and HL-60 cells

To characterize the features of TCN-induced NB4 and HL-60 cells, we examined the dose-dependent effect of TCN on several differentiation markers including *CD11b*, *CD11c*, *CD14*, *and myeloperoxidase (MPO)* genes. As shown in Fig 4A–4D, in NB4 cells, real-time PCR analyses demonstrated that TCN potently increased the expressions of myelomonocytic markers *CD11b* and *CD11c* in a dose-dependent manner. In contrast, monocytic *CD14* expression was highest at 2.5 μM TCN and was decreased at a higher concentration (10 μM), whereas *MPO* expression was decreased regardless of the TCN concentration. Similar effect was also observed in HL-60 cells. We next examined the effect of ATRA on *CD11b*, *CD11c*, *CD14*, *and myeloperoxidase (MPO)* genes. Real-time PCR analyses demonstrated that ATRA potently increased the expressions of myelomonocytic markers *CD11b*, *CD11c*, whereas *MPO* expression was decreased, in a dose-dependent manner in both NB4 and HL-60 cells (Fig 4E–4H), which was similar to the TCN effect we observed (Fig 4A–4D). In addition, CD14 expression is induced by ATRA in both lineages.

**Fig 4:**
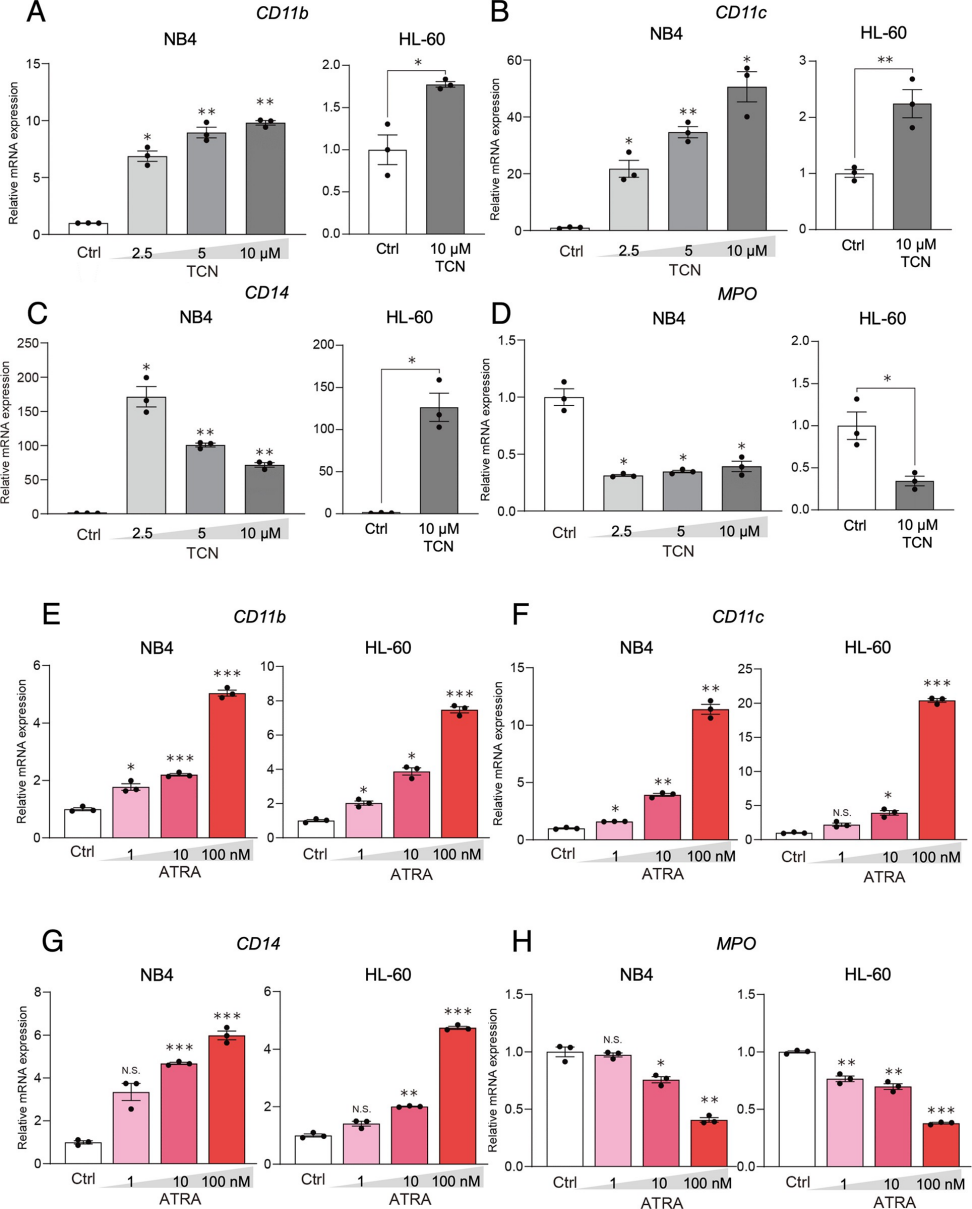
Analyses of TCN-induced differentiation by differentiation markers. The TCN-induced differentiation of NB4 and HL-60 cells and control cells was examined by the real-time PCR analysis of several markers. The expressions of (A, E) *CD11b*, (B, F) *CD11c*, (C, G) *CD14*, and (D, H) *MPO*, were examined in the presence of the indicated doses of TCN (A-D) or ATRA (E-H). Relative mRNA expression was calculated from the copy number of the target gene adjusted by *GAPDH*, in each TCN-treated sample (2.5, 5, 10 μM), or ATRA-treated sample (1, 10, 100 nM), which was then divided by the control sample values. The data shown were obtained from three independent PCR amplifications (average ± SD; *p<0.05; **p<0.01; ***p<0.001 vs. Ctrl).

These results suggest that a high concentration of TCN efficiently induces myelomonocytic markers (*CD11b* and *CD11c*) in NB4 and HL-60 cells.

### Phosphorylation of ERK is induced by TCN, and the MEK inhibitor U0126 diminishes the induction of CD11b expression on NB4 cells by TCN

We next examined the signaling pathways in NB4 cells affected by TCN. As shown in Fig 5A, Western blot analysis using NB4 cells demonstrated that TCN promoted ERK1/2 phosphorylation, whereas p38 MAPK phosphorylation was not affected, suggesting that activation of the ERK pathway is involved in TCN-induced differentiation. We also examined that whether ATRA may affect phosphorylation of ERK and p38, and found that there was no obvious effect, suggesting that mechanisms of ATRA induced differentiation is different from TCN effect. In addition, TCN induced phosphorylation of ERK was completely abrogated by the addition of MEK inhibitor U0126, suggesting that the involvement of MEK/ERK pathway. We further examined the combination effect of TCN and ATRA for the induction of CD11b expression, and found that there was no enhancement effect (S1 Fig), may also suggest the difference of the mechanisms of these agents. To verify whether the ERK pathway has a role in TCN induced differentiation, we confirmed that the induction of CD11b expression was efficiently reduced by the addition of U0126 (Fig 5B). Collectively, activation of the MEK/ERK pathway is involved in TCN-induced differentiation and this is distinctly different from ATRA induced differentiation.

**Fig 5:**
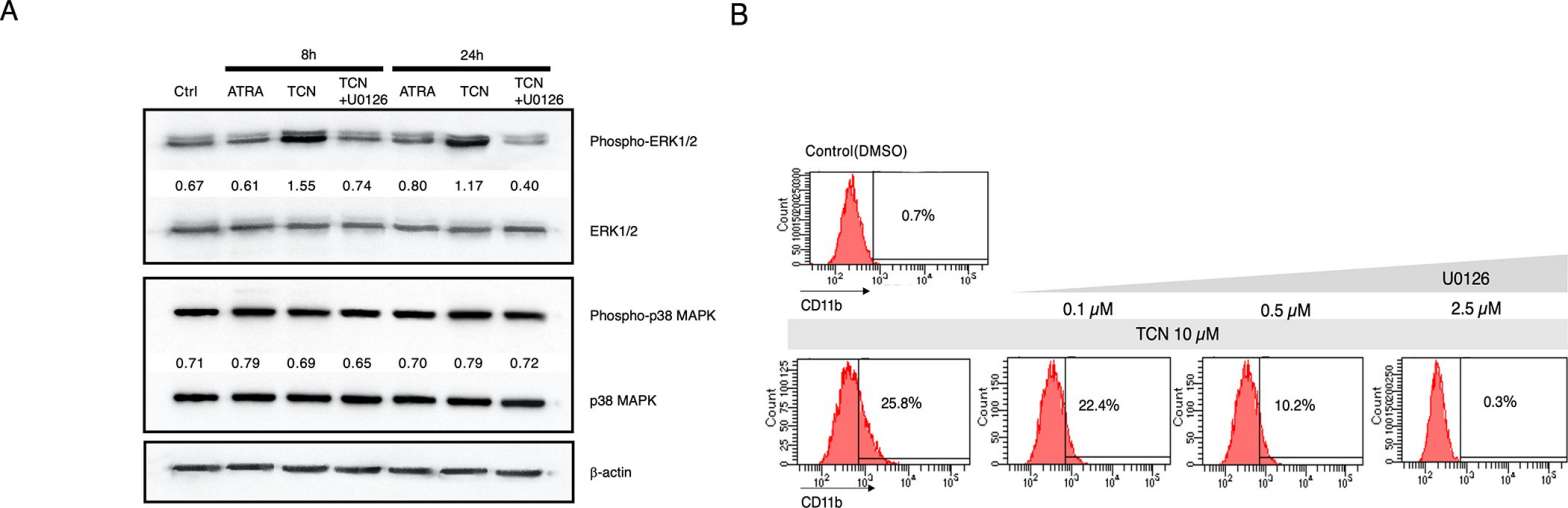
TCN activates ERK, and the MEK inhibitor U0126 diminishes the induction of CD11b expression by TCN. (A) Cells were cultured in the presence or absence of TCN or ATRA, for indicated periods, and analyzed for ERK and p38 MAPK activity by western blotting. MEK inhibitor U0126 is also added in the indicated sample. The membranes were probed with an anti-phospho-ERK rabbit polyclonal antibody or anti-phospho-p38 mouse monoclonal antibody. Next, the membranes were stripped and re-probed with an anti-total-ERK mouse monoclonal antibody or anti-total-p38 mouse monoclonal antibody to verify equal protein loading. Indicated numbers are relative density, calculated by Image J 1.54 software, obtained from the amount of density from the band of phospho-ERK, or phosphor-p38, divided by total-ERK, or total-p38. (B) FCM experiment of the effect of TCN on CD11b expression in the presence (0.1, 0.5, 2.5 μM) or absence of the U0126.

### Gene expression profiling reveals the effect of TCN on NB4 cell differentiation

To clarify the molecular mechanisms involved in TCN-induced NB4 cell differentiation, we performed microarray analysis. 

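NB4 is a cell line from a patient with APL that carries the PML-RARA fusion, and TCN is a nucleoside analog that inhibits Akt. RNA from control NB4 cells (DMSO) and from NB4 cells incubated with 10 μM TCN for 72 h was hybridized to 1 array each, so no difference between these conditions has a replicate check and none has a p-value. The deposited table also holds 1 array of cells with 10 μM PD169316, a p38 MAPK inhibitor, and 1 array of cells with both agents, again at 72 h. No row differed 3-fold between the array with both agents and the TCN array, so whether the former had effective PD169316 is in doubt. Where the pair with PD169316 (both agents against PD169316 alone) gave another value, that mainly reflects the array with PD169316 alone. It does not show that PD169316 changed the effect of TCN. The authors processed the arrays with Transcriptome Analysis Console and deposited log2 signals with 2 decimals. The summarization and background correction behind them are not given in the sources used here. The signals are given per transcript cluster (row), with a median log2 signal of 5.89 in control cells and 5.91 in TCN-treated cells. The methods name the Clariom D array, whereas the annotation paired with these rows is that of the smaller Clariom S array. On each array, 17709 rows had 1 gene symbol and none had several, while 3739 were unnamed in the annotation used. Where a gene had several rows, the row with the highest mean over the 4 arrays was kept, which left 17687 genes. The difference between the log2 signals of TCN-treated and control cells was taken for each row and gene, and a 3-fold change served as the threshold, as in the paper's results. To describe a gene group, the median difference of its members was placed among the medians of 10000 random gene lists of the same size and similar expression, and a group stood apart when its median lay among the lowest or the highest 2.5% of these. Of 47 gene groups with measured members, 18 stood apart as higher and 6 as lower, where chance would give 2.35 in all if genes varied independently. Genes of a group need not, so the percentiles describe these arrays and are no test across samples. Among the 18 are the 2 pathways that the paper chose and subsets of its cytokine-cytokine receptor interaction pathway. The paper picked these pathways from what are taken to be the same arrays. Groups also share genes, so the count cannot be weighed against 2.35. For purification of the RNA the methods name a Qiagen kit, whereas the sample labels name Sepasol for the control and TCN arrays.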

Control NB4 cells and cells incubated with 10 μM TCN were harvested after 72 hours because the maximal effect of TCN was observed at this time point (Fig 2B). When defined to greater than 3-fold changes, TCN upregulated 348 genes and downregulated 83 genes (Fig 6A). 

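On the arrays, 346 rows were at least 3-fold higher and 82 at least 3-fold lower in TCN-treated than in control cells. Counted by gene, 311 were higher and 63 lower. The largest increases were in RAB27B, a GTPase of secretory vesicles (log2 difference 5.35), LGALS9, which encodes galectin-9 (5.07), and SLC45A3 (4.91). They were followed by IL1RL1, the receptor for IL-33 (4.84), and GFI1B, a transcription factor of the erythroid and megakaryocytic lineages (4.68). CCR8 was higher by 4.54, P2RY14 by 4.31 and CMKLR1 by 4.23 on the log2 scale, and each of them encodes a G protein-coupled receptor. P2RY14 had a dim signal in control cells (3.31), and with an offset of 32 added to the linear values its difference was 2.45. SPP1, which encodes osteopontin, was higher by 4.14, the chemokine CCL2 by 3.98, the shared cytokine receptor subunit CSF2RB by 3.95 and IL10RA by 3.89. The largest decreases were in VIT (log2 difference -4.26), PRTN3, the granule protease proteinase 3 (-4.10), and the neutrophil defensin genes DEFA1 and DEFA1B (-4.10 each) and DEFA3 (-3.42). The defensin genes are near-identical copies whose signals cannot be separated. MFAP4 differed by -3.75, GRAMD1B by -3.70, PTPN3 by -3.00, CHI3L1 by -2.92, FERMT1 by -2.88, IRX3 by -2.63 and PUS7 by -2.57. In the pair with PD169316, PRTN3 differed by 0.04, DEFA1 by -1.15, DEFA3 by -1.42 and CHI3L1 by -0.77. There IRX3 was not lower, while MFAP4 was. Both PRTN3 and IRX3 were already at least 3-fold lower with PD169316 alone than in control cells. VIT ended at a log2 signal of 2.78, below the lower quartile of that array (4.03), and with the same offset it differed by -2.07, behind PRTN3 (-3.96).
Among groups of myeloid genes, 5 of 13 measured azurophil granule genes were at least 3-fold lower and none was higher, with a median of -1.23 (percentile 0), and they included CTSG (-2.12) and AZU1 (-1.95). In TCN+PD169316 against PD169316 alone their median was -0.02, and in PD169316 against control cells it was already -1.01. Specific and gelatinase granule genes did not stand apart (median -0.04, percentile 51.4), and of 16 measured, TCN1 was higher by 2.64 and MMP9 by 1.88, while CHI3L1 was the 1 gene at least 3-fold lower. Of 15 Fc and complement receptor genes, 8 were at least 3-fold higher (median 1.74, percentile 100), led by FCGR2B (3.37), C5AR1 (3.30) and FCER1G (2.75), and FCGR2B shares most of its sequence with FCGR2C. In the pair with PD169316 their median was 0.64 (percentile 99.99), and FCER1G differed by -0.02. NADPH oxidase genes had a median of 1.23 over 5 measured genes (percentile 99.95), with NCF1, which has near-identical pseudogenes, higher by 3.13 and NCF4 by 2.14. Of 29 genes of monocytes and macrophages, 8 were at least 3-fold higher and none was lower (median 1.01, percentile 100), among them CD86 (2.67), CLEC7A (2.29) and VSIG4 (1.88), against a median of 0.58 with PD169316 present. With the offset 4 of these 8 stayed at least 3-fold higher. Surface genes of mature neutrophils had a median of 0.31 (percentile 99.4), with 3 of 16 at least 3-fold higher, and of 0.03 (percentile 73.5) with PD169316 present. Interferon-response genes had a median of 0.81 (percentile 100), with 9 of 37 at least 3-fold higher, including IFIT2 (3.74) and IFIT1 (3.48), and a median of 0.44 with PD169316 present. With the offset 5 of these 9 stayed at least 3-fold higher. MHC class I and antigen processing genes had a median of 1.12 (percentile 100), with HLA-C higher by 2.53 and the immunoproteasome subunit PSMB9 by 1.98. With PD169316 present their median was 0.23, where PD169316 alone already gave 1.105 against control cells.
Of 16 genes of eosinophils, basophils and mast cells, 5 were at least 3-fold higher (percentile 100 of the median), including the transcription factor GATA2 (2.95), HDC, which makes histamine (2.67), and TPSB2 (1.67, but -0.10 in the pair with PD169316, where the median was 0.53). Of 18 megakaryocyte and platelet genes, 4 were at least 3-fold higher, among them THBS1 (3.71), and these 4 were so in the pair with PD169316 too. The median of the 18 was 0.24 (percentile 98.3), 0.09 (percentile 96.0) with the offset and 0.055 (percentile 82.6) in the pair with PD169316. Without dim rows, which left only part of the 18, the median was 2.275. Dim rows were set by the mean of all 4 arrays, which keeps genes raised by TCN more readily. The value of 2.275 may come in part from that choice and does not describe the whole group. Erythroid genes did not stand apart (median -0.07, percentile 38.6), although GATA1 was higher by 1.93. Genes of ribosome biogenesis and MYC targets had a median of -0.70 over 23 measured genes (percentile 0), and none of them reached 3-fold. With PD169316 present their median was -0.13 (percentile 9.08), where PD169316 alone already gave -0.46 against control cells.

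**Figure D1:**
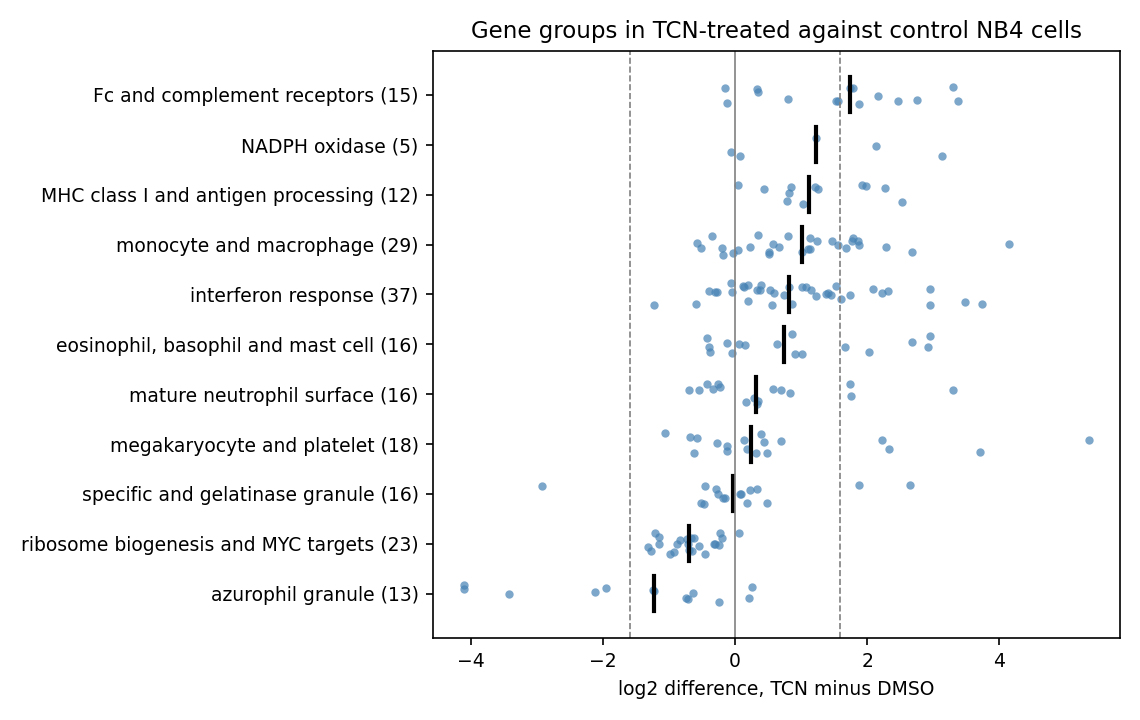
Log2 difference of array signal, TCN-treated minus control NB4 cells, for each measured gene (points) of 11 gene groups, with the number of measured genes in parentheses, 1 array per condition. Black bars are medians and dashed lines mark 3-fold changes. The azurophil granule genes have the lowest median (-1.23) and the Fc and complement receptor genes the highest (1.74).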

We subjected these 348 genes to pathway analysis using DAVID software, and revealed that “hematopoietic cell lineage” and “cytokine-cytokine receptor interaction” were enriched with high significance (Fig 6B). Therefore, we focused on these pathways. 

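Of the 99 genes of the hematopoietic cell lineage pathway in S2 Table, 84 were measured, and 15 of these were at least 3-fold higher with TCN while none was lower. Random lists of 84 genes of similar expression held 1.15 such genes on average and never more than 7. Beside the cytokine gene IL1B, the genes that reached 3-fold encode receptors of hematopoietic growth factors, integrins and other surface proteins, with CD55, which limits complement activation (log2 difference 1.87), FCGR1A, a high-affinity Fc receptor (1.79), and CSF1R, the receptor of macrophage colony stimulating factor (1.68), among them. The median over all 84 genes was 0.15 (percentile 99.9), and 69 of them differed by less than 3-fold. The median was 1.53 without dim rows and 0.06 with an offset of 32 added to the linear values. Dim rows were set by the mean of all 4 arrays, so genes that TCN raised from a dim signal were kept more readily than silent ones. The rise to 1.53 may come in part from that choice.
Of the 297 genes of the cytokine-cytokine receptor interaction pathway in S3 Table, 270 were measured. At least 3-fold higher were 24, where random lists held 3.64 on average and at most 13, and at least 3-fold lower was 1, CXCR4, the receptor of CXCL12 (-2.07, but 0.41 in TCN+PD169316 against PD169316 alone). The median over the 270 genes was 0.08 (percentile 99.8). The tables list whole pathways and were not chosen on these arrays. The paper picked the pathways from what are taken to be the same arrays, so the counts are not independent evidence of the enrichment. With that offset, 15 genes of this pathway were at least 3-fold higher. From the enrichment among the upregulated genes, the paper chose these pathways for the experiments that followed.

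**Figure D2:**
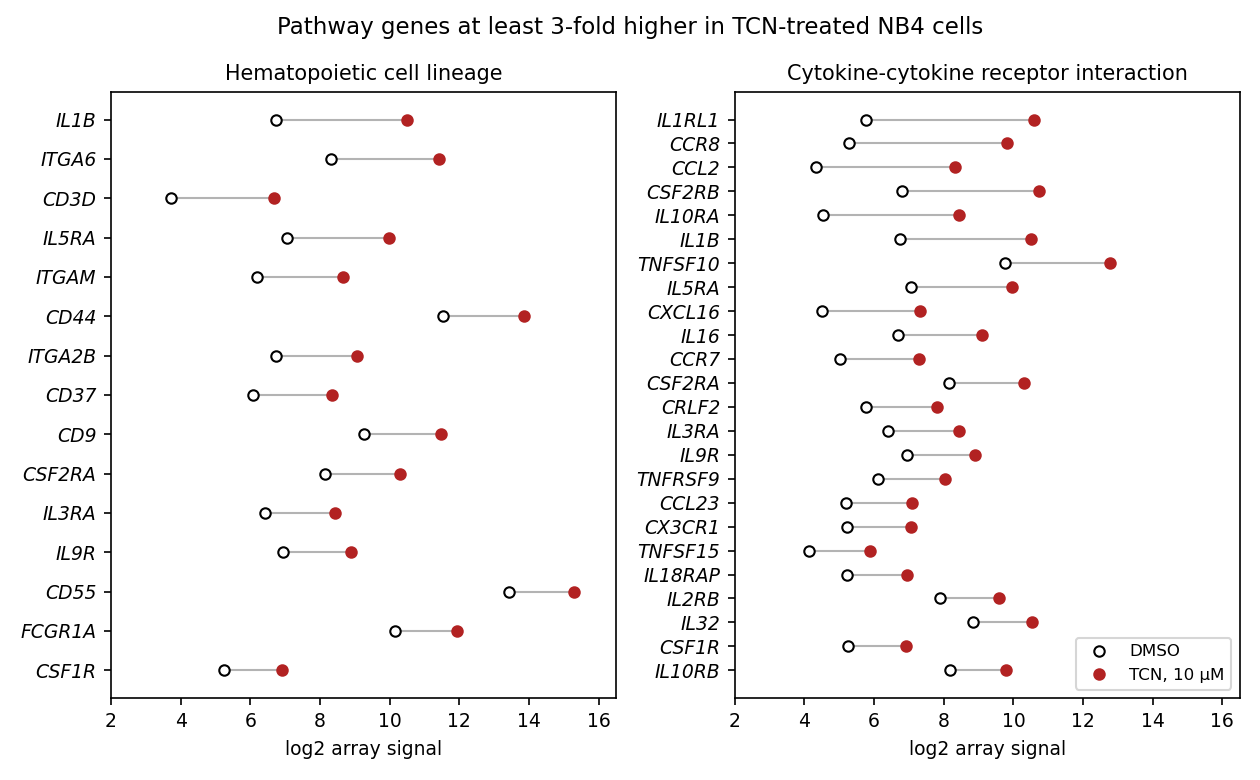
Log2 array signal in control (open) and TCN-treated (filled) NB4 cells of the genes at least 3-fold higher with TCN, 15 in the hematopoietic cell lineage pathway and 24 in the cytokine-cytokine receptor interaction pathway, 1 array per condition. Genes are ordered by their log2 difference, which is 3.76 for IL1B at the top of the first panel and 4.84 for IL1RL1 at the top of the second.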

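In the cytokine-cytokine receptor interaction pathway, 8 of 37 interleukin receptor genes were at least 3-fold higher and none was lower (median 0.27, percentile 99.7), including IL9R (1.94), IL18RAP (1.74), IL2RB (1.71) and IL10RB (1.60). The median was 0.77 without dim rows, 0.13 with an offset of 32 on the linear values and 0.28 in the pair with PD169316. In that pair 5 of these 8 were at least 3-fold higher, and IL18RAP (0.95), IL2RB (0.88) and IL10RB (0.22) were not. Colony stimulating factors and their receptors had a median of 1.07 over 6 measured genes (percentile 99.97), while CSF3R, the receptor of granulocyte colony stimulating factor, differed by -0.70. Of 18 chemokine receptor genes, 3 were at least 3-fold higher, among them CCR7 (2.27) and CX3CR1 (1.86), and the group as a whole did not stand apart (median 0.07, percentile 75.5). With the offset 1 of these 3 stayed at least 3-fold higher, and neither CCR7 (1.55) nor CX3CR1 (1.27) did. Chemokines had a median of 0.20 over 41 genes (percentile 99.5), with CXCL16 higher by 2.81 and CCL23 by 1.92. Their median was 0.05 (percentile 95.4) in the pair with PD169316, 0.48 without dim rows and 0.07 with an offset of 32. In the TNF and TNF receptor superfamily, TNFSF10, which encodes the death ligand TRAIL, was higher by 3.02, TNFRSF9 by 1.92 and TNFSF15 by 1.77, and the median over 43 genes was 0.18 (percentile 98.9, or 92.1 with dim rows left out). With the offset, 1 of these 3 genes stayed at least 3-fold higher and the median was 0.08. Of 40 interleukin genes, 3 were at least 3-fold higher, including IL16 (2.41) and IL32 (1.69), with a median of -0.06 (percentile 38.7). No member of the TGF-beta and BMP family (39 measured, median -0.09, percentile 24.1) and none of the interferons and their receptors (25 measured, median 0.04, percentile 76.4) reached 3-fold in either direction.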

The results of pathway analysis using the KEGG pathway database and DAVID software are shown in S2 and S3 Figs. A list of the genes related to “hematopoietic cell lineage” and “cytokine-cytokine receptor interaction” are shown in S2 and S3 Tables, respectively. From this list, we selected 11 genes including *CD11b* (S2 and S3 Tables, bold), and verified them by real-time PCR. 

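The 11 genes were selected from pathways enriched among the genes upregulated on the paper's arrays, taken here to be these. Their array values are therefore no independent evidence, and all 11 were at least 3-fold higher in TCN-treated cells. IL1B, an inflammatory cytokine, had the largest difference, from a log2 signal of 6.75 in control cells to 10.51 with TCN, or 13.5-fold. Among the adhesion molecules, ITGA6 was 8.57-fold higher, ITGAM (CD11b) 5.54-fold, CD44 5.06-fold and ITGA2B 5.03-fold. Of the cytokine receptor subunits, IL5RA was 7.57-fold, CSF2RA 4.44-fold and IL3RA 4.06-fold higher. The tetraspanins CD37 and CD9 were 4.82-fold and 4.66-fold higher, and CD3D, a subunit of the T-cell receptor complex, 7.78-fold. The signal of CD3D in control cells, 3.72, lay below the lower quartile of that array (4.07), and with an offset of 32 on the linear values its log2 difference was 1.57, just under 3-fold. CD44 had the brightest signal, 11.52 in control and 13.86 in TCN-treated cells. In the pair of arrays with PD169316, TCN+PD169316 against PD169316 alone, 7 of the 11 genes were at least 3-fold higher. Of the other 4, CSF2RA differed by 1.17, CD3D by 0.74, ITGAM by 0.64 and CD37 by -1.42. The signal of CD37 was similar with TCN and with both agents. It was higher still with PD169316 alone, which gives the negative value. The signal of ITGAM, too, was similar with TCN and with both agents. PD169316 alone had also raised ITGAM, which makes its value in that pair small. The paper likewise reports more CD11b expression with PD169316. Tetraspanins as a group had a median of 0.38 over 19 genes (percentile 99.8), with CD82 (1.77) as the third that reached 3-fold. Their median was 0.74 without dim rows and 0.21 with the offset.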

The other genes were *IL1β*, *CD3 delta subunit of T-cell receptor complex (CD3D)*, *interleukin 5 receptor subunit alpha (IL5RA)*, *integrin subunit alpha 6 (ITGA6)*, *CD44*, *integrin subunit alpha 2b (ITGA2B)*, *CD37*, *CD9*, *colony stimulating factor 2 receptor subunit alfa (CSF2RA) and interleukin 3 receptor subunit alfa (IL3RA)*. These genes are related to hematopoietic cell development, signal transduction, cell adhesion, immunity, and inflammatory responses. All gene expressions were significantly upregulated by TCN (Fig 6C–6L), suggesting that TCN-induced NB4 cell differentiation is dependent, at least in part, on these genes.

**Fig 6:**
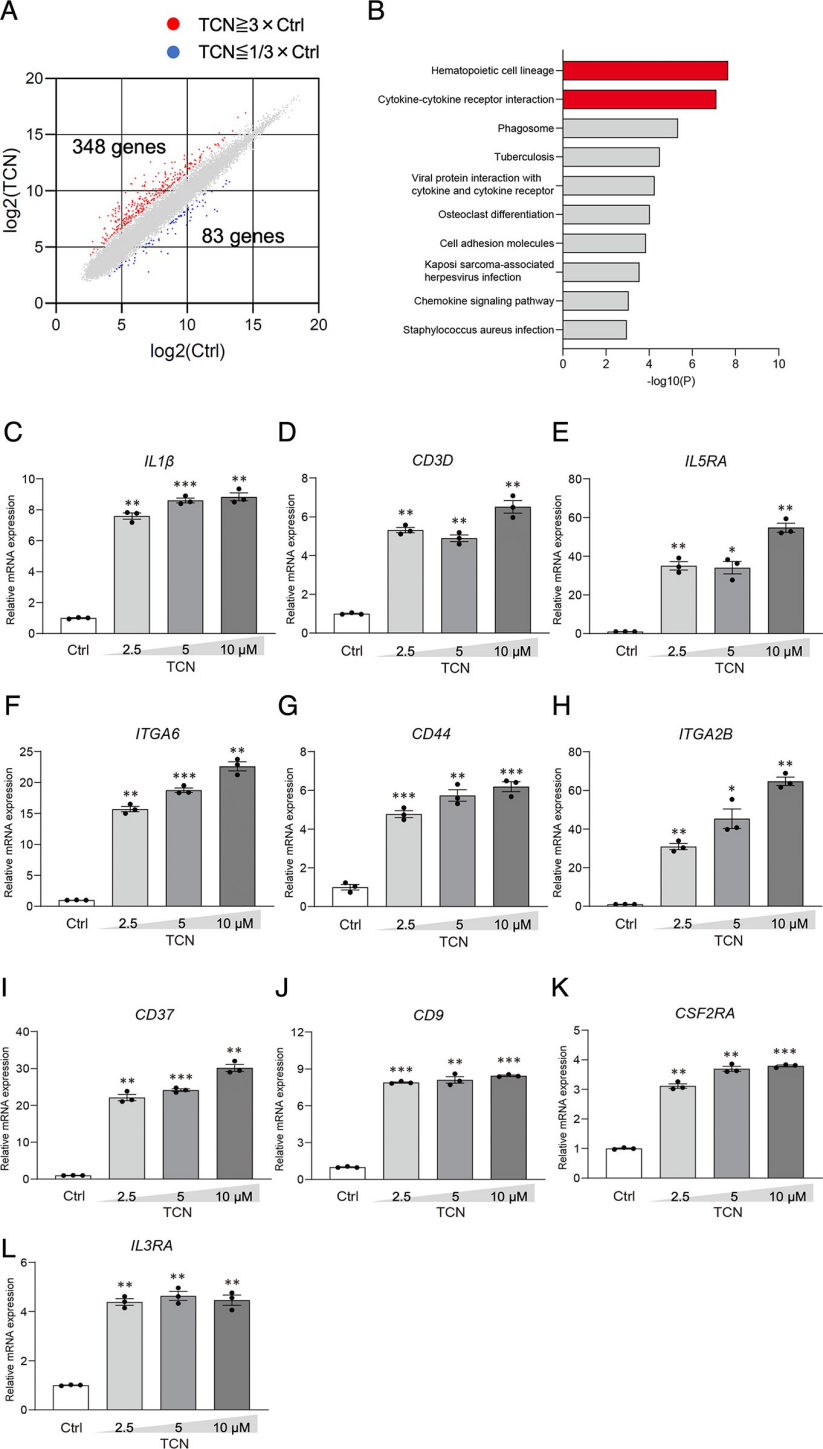
Results of the microarray analysis. (A) Gene expression profile of NB4 cells comparing TCN treated vs control cells. (B) Result of pathway analysis using DAVID (https://david.ncifcrf.gov/home.jsp) software from 348 genes. The x-axis shows the negative log base 10 p-value. The higher the number, the higher the significance. (C-L) Total RNAs from NB4 cells cultured in the presence or absence of ATRA and/or TCN for 72 h were analyzed by real-time PCR with specific primers for (C) *IL-1β*, (D) *CD3D*, (E) *IL5RA*, (F) *ITGA6*, (G) *CD44*, (H) *ITGA2B*, (I) *CD37*, (J) *CD9*, (K) *CSF2RA*, and (L) *IL3RA*. Relative mRNA expressions were calculated from the copy number of the target gene adjusted by *GAPDH*, in each TCN-treated sample (2.5, 5, 10 μM), which were divided by the control sample values. The data presented were obtained from three independent PCR amplifications and reproducibility was confirmed using different batches of cDNA. Statistical significance was determined by one-way ANOVA followed by Dunnett’s test. *p<0.05, **p<0.01, ***p<0.001 vs control.

## Discussion

The PI3K/Akt-mammalian target of rapamycin (mTOR) pathway is one of the intracellular pathways aberrantly upregulated in cancers including hematopoietic malignancies [17]. Recently, it was reported that targeting the PI3K/Akt/mTOR signaling pathway had some benefit, even in clinical settings [18–21]. The PI3K/Akt axis is aberrantly activated in T-cell acute lymphoblastic leukemia (T-ALL). The therapeutic potential of TCN for T-ALL was reported by Evangelisti *et al* [22], who showed that TCN, a highly specific Akt inhibitor, induced autophagy and synergized with vincristine, a chemotherapeutic drug for T-ALL patients.

The inhibition of Akt was reported to activate the Raf/MEK/ERK pathway [23]. Bertacchini *et al*. [24]. examined 80 samples of primary cells from AML patients and revealed that the inhibition of Akt and mTOR resulted in the paradoxical activation of growth factor receptor tyrosine kinases (RTKs). In accordance with this, the dual inhibition of RTKs and Akt had synergistic cytotoxic effects in a pre-clinical model [24]. This is consistent with our current result of the activation of ERK pathway by TCN. In the current study, we demonstrated that the signaling effect to ERK, are completely different between TCN and ATRA in NB4 ells. This fact may suggest that synergistic interactions cannot be expected for these two agents. In fact, there was no obvious positive combinational effect for CD11b expression in NB4 cells (data not shown).

In addition, it was previously reported that the MEK/ERK pathway was activated in the early stage of the 1,25-dihydroxyvitamin D-induced monocytic differentiation of HL-60 cells [25]. The Raf/MEK/ERK pathway is considered to control the balance between the expansion and differentiation of hematopoietic progenitors [26,27], and have a critical role during the monocytic and granulocytic differentiation of several myeloid cell lines, including HL-60 and U937 [27]. Therefore, the activation of this pathway by an Akt inhibitor may be critical for myeloid differentiation.

Indeed, many potent myeloid differentiation inducers including ursolic acid [28], Jasmonates, potent lipid regulators in plants [29], *Momordica charantia* seeds [30], Vibsanin A, a novel protein kinase C activator [31], diptoindonesin G (Dip G), a natural resveratrol aneuploid [32], human epidermal growth factor receptor 2 (HER2) inhibitor TAK165 [33], and staurosporine, a protein kinase C pan-inhibitor [34], were reported to activate the Raf/MEK/ERK pathway. These agents mainly activate ERK/MAPK [28–34] and the downstream STAT1 [32,33], either alone or in combination with ATRA [34], to induce the monocytic and/or granulocytic differentiation of myeloid cell lines including HL-60 [28–32], NB4 [33], U937 [34], or primary AML samples [32].

Inflammatory cytokines, such as IL-1β, tumor necrosis factor (TNF)-α, and the adhesion molecules, L-selectin and intercellular adhesion molecule-1 are upregulated during APL cell differentiation [35,36]. In the current microarray study, we found that the expressions of IL-1β and several integrins were increased (Fig 6), suggesting the TCN-induced differentiation effect may partially overlap with ATRA-induced myeloid differentiation.

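Of 25 measured integrin genes, 5 were at least 3-fold higher in TCN-treated cells and none was lower, where random lists of similar expression held 0.378 on average. Beside ITGA6, ITGAM and ITGA2B they were ITGB7, a partner of alpha 4 integrin (log2 difference 2.65), and ITGA11 (1.70), whose control signal was dim (3.64) and which differed by 0.71 with an offset of 32 on the linear values. In the pair with PD169316, 3 of these 5 were at least 3-fold higher. The median over the 25 genes was 0.14 (percentile 93.1), so the integrins did not stand apart as a group. ICAM1, the gene of intercellular adhesion molecule-1, was higher by 2.27, from a log2 signal of 11.22 to 13.49. Of 26 NF-κB and inflammatory target genes, 3 were at least 3-fold higher (CCL2, ICAM1 and IL1B), and their median was 0.20 (percentile 97.1), against 0.67 (percentile 100, 7 genes at least 3-fold higher) in the pair with PD169316, where PD169316 alone gave -0.35 against control cells. Of 21 retinoic acid target genes, 3 were at least 3-fold higher, CCL2, ICAM1 and UBE2L6 (2.08), while PRAM1 differed by -1.29. UBE2L6 differed by 1.49 with the offset and by -0.30 in the pair with PD169316. The median was 0.11 (percentile 84.9), against 0.21 (percentile 98.7) in the pair with PD169316. From the increases in IL-1β and integrins, the paper proposes that the effect of TCN may overlap in part with that of ATRA.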

Clinical trials of TCN-related agents have been reported in various malignancies including solid tumors [37], metastatic breast cancer [38], and squamous carcinoma of the cervix [39]. However, these trials have reported the limited activity of TCN. Sampath *et al*. [12] reported that TCN phosphate monohydrate therapy was well tolerated in patients with advanced hematological malignancies. In their study, 32 of 41 treated patients were considered evaluable for responses. Among these, 3 patients had decreased marrow blast counts, 1 had a marked reduction in leukocytosis and spleen size, and 17 had stable disease with acceptable toxicities. Because TCN had limited toxicity in these malignancies [12,37–39], basic and clinical research, including combination trials of TCN for APL and non-APL leukemia are worthy of exploration. Further clarification of the role of TCN for myeloid differentiation should be elucidated.

## Supporting information

S1 Fig Effect of TCN and ATRA for CD11b expression in NB4 cells, examined by the real-time PCR analysis. Relative mRNA expression was calculated from the copy number of the target gene adjusted by *GAPDH*, in each TCN-treated sample (10 μM), or ATRA-treated sample (1, 10, 100 nM), which was then divided by the control sample values. The data shown were obtained from three independent PCR amplifications Statistical significance was determined by two-way ANOVA followed by Tukey’s multiple comparisons test (*** p<0.001 vs. ctrl, δδ p<0.01, δδδ p<0.001 vs. ATRA).
(TIFF)

S2 Fig The pathway analysis of 348 genes in the hematopoietic cell lineage pathway (Fig 6A) using the KEGG pathway database and DAVID software. Red stars are genes with expressions induced more than 3-fold by TCN compared with controls.
(TIFF)

S3 Fig The pathway analysis of 348 genes in the cytokine-cytokine receptor interaction pathway (Fig 6A) using the KEGG pathway database and DAVID software. Red stars are genes with expressions induced more than 3-fold by TCN compared with controls.
(TIFF)

S1 Raw images Western blot raw images for Fig 5A.

S1 Table Sequences of primers used for real-time quantitative PCR.

S2 Table List of genes in the hematopoietic cell lineage pathway from pathway analysis using the KEGG pathway database and DAVID software. Bold text indicates genes selected and verified by real-time PCR.
(XLSX)

S3 Table List of genes in the cytokine-cytokine receptor interaction pathway from pathway analysis using the KEGG pathway database and DAVID software. Bold text indicates genes selected and verified by real-time PCR.
(XLSX)

# Supplementary material for: Identification of triciribine as a novel myeloid cell differentiation inducer
**Source:** PLoS One. 2024 May 14;19(5):e0303428. doi: 10.1371/journal.pone.0303428
**Supplement:** S1 Raw images

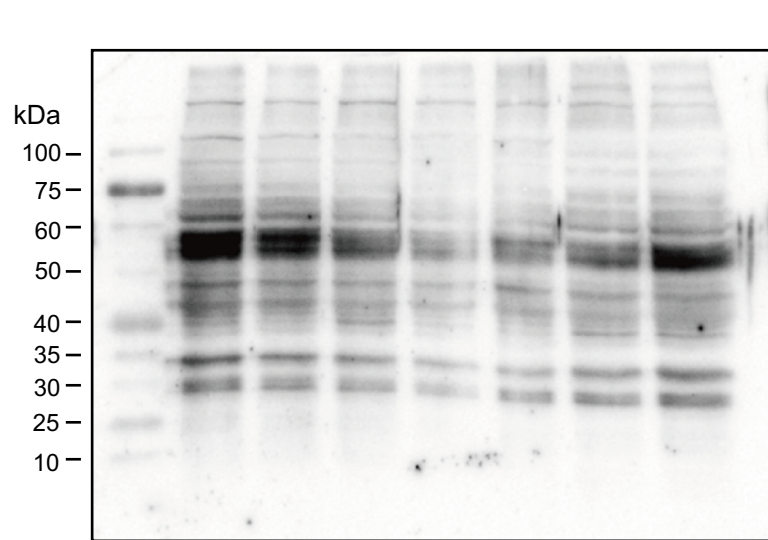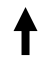

Protein Ladder One Plus, Triple-color for SDS-PAGE (Nacalai Tesque, Kyoto, Japan)
Image was captured by WSE-6300H-CS LuminoGraph III (ATTO, Tokyo, Japan).

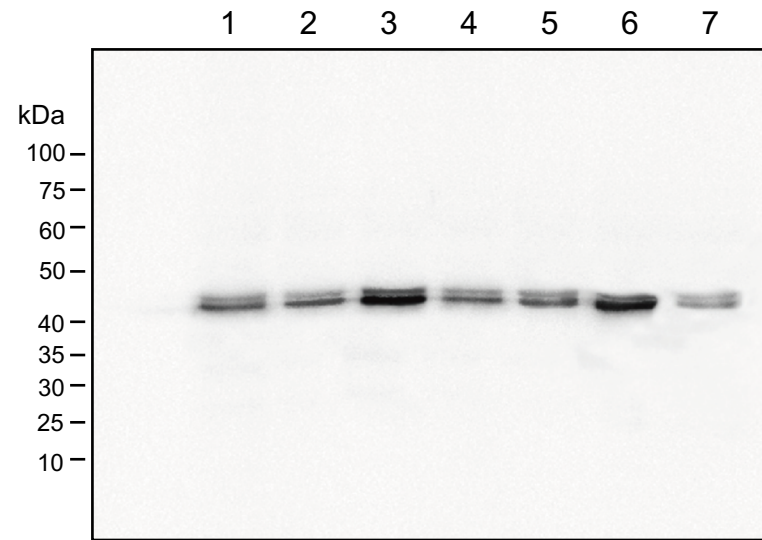

pERK

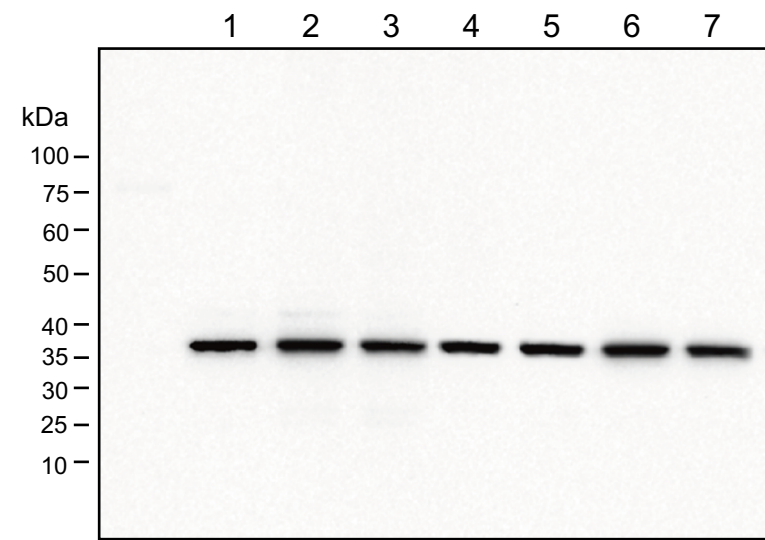

p-p38

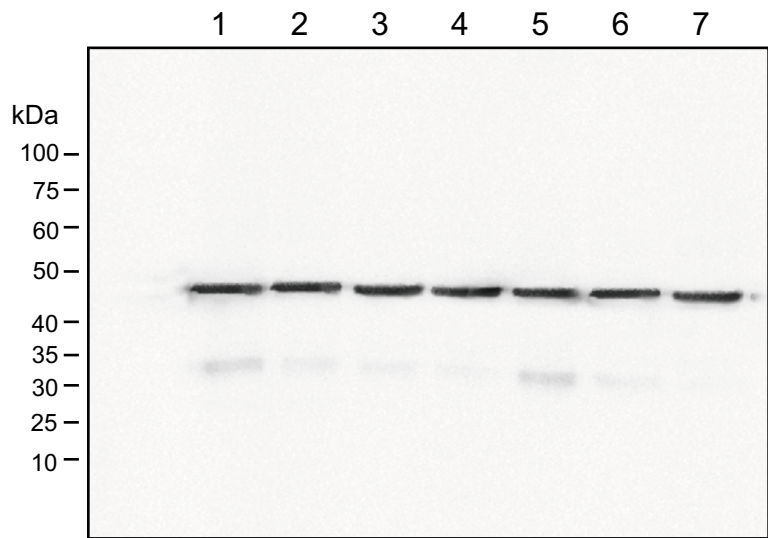

β-Actin

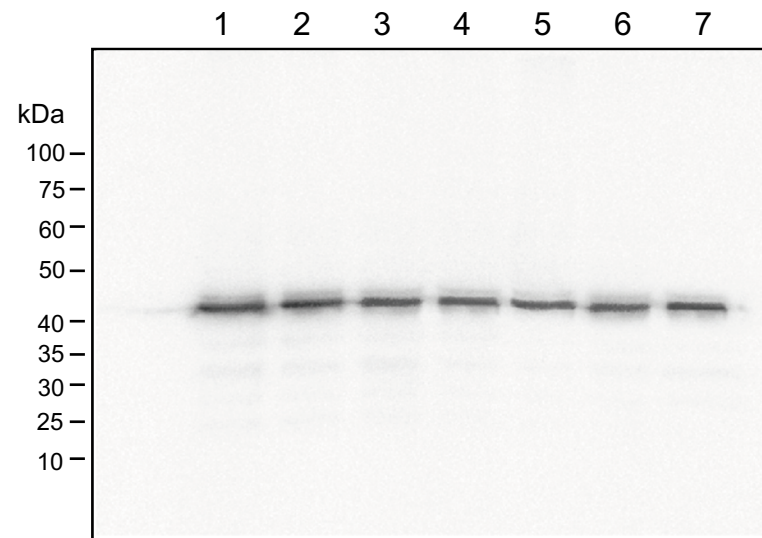

total ERK

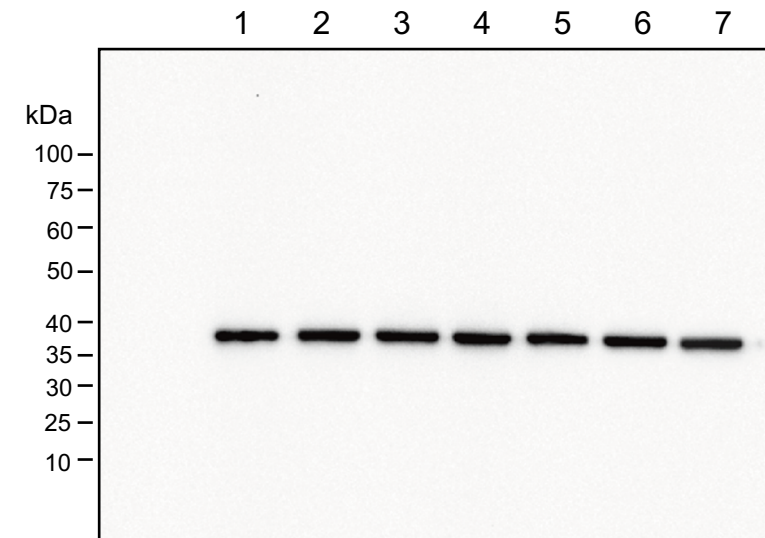

total p38

1: Ctrl

2: ATRA 8h

3: TCN 8h

4: TCN+U0126 8h

5: ATRA 24h

6: TCN 24h

7: TCN+U0126 24h

How the deposited data were processed for this re-analysis (not part of the article)

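RNA of NB4 cells was measured on 4 expression arrays, 1 for each of control (DMSO), 10 μM TCN, 10 μM PD169316 and both agents, all after 72 h. The authors processed the arrays with Transcriptome Analysis Console, which the submitters' processing notes name without a version, and deposited log2 signals with 2 decimals for 21448 rows per array. The algorithm, background correction and normalization between arrays are not given in the sources used here. The log2 signals were used as deposited. Their lower quartile, median and upper quartile were 4.07, 5.89 and 9.39 in control, 4.03, 5.91 and 9.42 in TCN, 4.37, 6.17 and 9.41 in PD169316 and 4.28, 6.10 and 9.48 in TCN+PD169316 cells. There is no detection call, and the number of arrays limits the precision. Rows were named by the platform's annotation through Entrez identifiers against NCBI RefSeq (GRCh38.p14), which matched all 17709 named rows and changed no symbol. Unnamed rows, 33 of them at least 3-fold higher and 19 at least 3-fold lower with TCN, entered the counts of rows only.

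Differences of log2 signals were computed for TCN vs DMSO, TCN+PD169316 vs PD169316 and PD169316 vs DMSO, and the TCN effect with PD169316 minus that without it gave their difference. With 1 array per condition these have no test. A deposited log2 difference of at least log2 of 3 either way counted as a 3-fold change. The sample labels name 1 RNA extraction reagent for the control and TCN arrays and another for the 2 arrays with PD169316, so extraction and PD169316 cannot be separated in PD169316 vs DMSO. They also title the control and TCN arrays as dataset 2 and not the others, so further differences between these sets cannot be separated either. Whether the paper's counts came from dataset 2 or from another set is not stated, and its arrays are taken here to be these. The only fit with residual spread was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) over all 4 arrays, with terms for TCN and for PD169316, 1 residual degree of freedom per gene and Benjamini-Hochberg adjustment at 0.05. In this fit a change of the TCN effect by PD169316 counts as error. Gene lists were tested in it with camera at a preset correlation of 0.01. The percentiles of list medians used 20 bins of mean expression and 10000 random lists, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

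The samples' conditions, the gene lists, the tests, the alternatives and the rule for named genes were set before the data were examined, after the paper and its figures had been read. The rule takes every gene the paper names, the 12 largest rises and falls in TCN vs DMSO and the 8 largest each way in the other comparisons among genes with a log2 signal of at least 6 on 1 of the arrays compared, and up to 4 genes of each list with the largest differences; other list genes given beside a count of those past 3-fold were chosen after their values were seen. The alternatives were median centring, quantile normalization, intensity-dependent centring by lowess, leaving out dim rows, the mean of a gene's rows, thresholds of 2-fold and 4-fold, an offset of 32 on the linear scale, random lists not matched on expression, Spearman correlation, eBayes without trend, a fit without the PD169316 term, camera with an estimated correlation, and the TCN+PD169316 pair in place of the TCN pair. A threshold lowered by 0.01 for the rounding of the values was added later.

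The steps were tested on simulated data. For TCN vs DMSO with 17687 genes, the 3-fold rule called 0 of 50 genes changed 2-fold, 29 of 50 changed 3-fold, 49 of 50 changed 4-fold, all 50 changed 8-fold and 0 of 17487 unchanged genes. The noise of these simulated arrays came from the difference between TCN+PD169316 and TCN. These are the 2 arrays that differ least (standard deviation 0.252), with no row 3-fold apart. The 0 false calls follow from that choice and give no error rate for the real comparison. The same noise entered the list test. Of 100 lists of unchanged genes, 5% fell outside the percentiles, and lists shifted by 0.5 were found in 100%. The fit over both pairs called 42 of 50 genes changed 2-fold, all 50 at each of 3-fold, 4-fold and 8-fold, and 87 of 17487 unchanged genes. The enrichment by DAVID, the real-time PCR, flow cytometry and western blot data were not analysed here, and a list of mitochondrially encoded genes had no measured member. Some genes that the paper mentions are not reported here.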

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

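The slopes, the count of rows changed 2-fold and the comparison of dim with bright rows in this part were chosen after the results were seen. The paper does not report the arrays with PD169316. In PD169316 vs DMSO, 219 genes were at least 3-fold higher and 98 at least 3-fold lower, and in TCN+PD169316 vs PD169316, 306 were higher and 100 lower. The largest increases with PD169316 were in ASNS, asparagine synthetase (log2 difference 4.76), RAB27B (3.96), ADA2 (3.89), CD37 (3.81), SPINT1 (3.69), KDM7A (3.52), PCYOX1L (3.43) and RAB37 (3.42). The largest decreases were in CYTL1 (-4.96), the chemokine CCL3 (-3.70), IRX3 (-3.40), VIT (-3.37), PRTN3 (-3.28), MS4A3 (-3.26), C3AR1 (-2.99) and FLT1 (-2.87).

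These changes were largely absent between TCN+PD169316 and TCN. Across genes the 2 differences with PD169316 correlated at 0.325, and at 0.265 after intensity-dependent centring. RAB27B, CD37, IRX3, VIT and PRTN3 had also changed in the same direction with TCN alone. No row differed 3-fold between TCN+PD169316 and TCN, whose signals correlated at 0.997 across rows, against 0.984 for PD169316 and DMSO. RNA extraction as the source of the PD169316 changes is argued against for rows at or above the median signal, if the labels are right. Extraction differs in the same way between TCN+PD169316 and TCN. Yet over 50 such rows that were changed at least 3-fold by PD169316 and within 0.3 by TCN, the slope of TCN+PD169316 vs TCN on PD169316 vs DMSO was 0.0545 (95% bootstrap interval over rows 0.0137 to 0.0989). Over the 20 rows of this kind below the median signal the slope was -0.031 (interval -1.44 to 1.16), too wide to decide. A wrong label or cells without effective PD169316 on the TCN+PD169316 array (slope 0.0312 after intensity-dependent centring) and a block of the PD169316 effect by TCN (3 of the 50 rows changed at least 2-fold) cannot be told apart, since both predict a slope near 0. There is 1 array with both agents and 1 with PD169316 alone. The 50 rows were chosen by their difference on that single PD169316 array, so these explanations need not be the only ones. The bootstrap interval over rows does not cover variation between replicate arrays.

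A smaller shift was common to both arrays with PD169316. Among the 5362 dimmest rows the median difference was 0.26 in PD169316 vs DMSO and 0.22 in TCN+PD169316 vs TCN, and among the 5362 brightest it was -0.04 and 0.03. This is consistent with an array or RNA extraction difference that acts on dim rows. It bears on the balance of calls in PD169316 vs DMSO, where 69.1% of the called genes were higher as deposited, 54.4% after quantile normalization and 35.5% after median centring, and 143 genes were higher and 127 lower after intensity-dependent centring. The median over all genes in that comparison was 0.17 as deposited and -0.11 after median centring.

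The effect of TCN had opposite signs with and without PD169316, at 2-fold or more each way, in 5 of the named genes, and this difference was not tested. The TCN effect with PD169316 minus that without was -3.69 for CD37, -3.55 for KDM7A, -2.50 for CR1L, 4.99 for CYTL1 and 3.11 for GPR141. For CD37 the log2 signals were 6.08 in control, 8.35 in TCN, 9.89 in PD169316 and 8.47 in TCN+PD169316 cells. The doubt about the TCN+PD169316 array holds for each of these values.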

How the results depend on the processing

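The threshold lowered for rounding was chosen after the data were seen, and under it 352 rows were higher and 84 lower in TCN vs DMSO. No correlation, median of a list that stood apart or difference of a named gene changed sign under the alternatives of scaling, offset, dim rows, a gene's rows or threshold that were run for them. Part of this holds by construction. Counts have no sign to change, and the offset keeps the sign of every gene's difference. The mean of a gene's rows can alter only the 20 genes with several rows. In the other TCN pair signs did change: of the 311 genes at least 3-fold higher, 286 were above 0, and of the 63 lower, 55 were below 0. Among those with the opposite sign were CD37 (-1.42), UBE2L6 (-0.30), TPSB2 (-0.10), FCER1G (-0.02), IRX3 (0.43), CXCR4 (0.41) and PRTN3 (0.04), and the DNA replication (0.12) and oxidative phosphorylation lists (0.15). For the counts and correlations, 95 of 129 alternative values stayed within 1.5 times the value reported. Some of these could not move, such as the pathway counts under unmatched random lists and the correlation under median centring. The others follow. At a 2-fold threshold 969 rows were higher and 626 lower in TCN vs DMSO (859 and 492 genes), with 844 and 565 genes in TCN+PD169316 vs PD169316 and 1214 and 486 in PD169316 vs DMSO, and 37 genes of the cytokine-cytokine receptor interaction pathway were higher. At a 4-fold threshold these were 194 and 34 rows (180 and 27 genes), 172 and 44, 80 and 42, and 14. With an offset of 32, which shrinks differences of dim rows, 38 rows and 34 genes were lower in TCN vs DMSO, 61 genes were lower in TCN+PD169316 vs PD169316, 95 were higher in PD169316 vs DMSO and 15 pathway genes were higher. The other TCN pair gave 100 lower genes. In PD169316 vs DMSO, 109 genes were higher and 198 lower after median centring, 143 higher after intensity-dependent centring and 144 higher without dim rows. The fit over both pairs called 163 genes higher and 21 lower without the PD169316 term and 232 and 40 after quantile normalization. For the difference between the TCN effects, 14 lists stood apart, and 22 without dim rows. With an estimated correlation camera called 0 lists, on 1 residual degree of freedom. The cause of these shifts was not tested beyond what the thresholds and the offset do by construction. Of the alternative medians of lists apart in TCN vs DMSO, 20 of 175 moved over 1.5 times. Without dim rows those were larger, such as 0.64 for the cytokine-cytokine receptor interaction pathway and 1.67 for eosinophil, basophil and mast cell genes. With the offset they were smaller, such as 0.02 and 0.24 for these, 0.06 for the hematopoietic cell lineage pathway, 0.54 for monocyte and macrophage and 0.09 for mature neutrophil surface genes. The filter on dim rows uses the mean of all 4 arrays and keeps genes raised by TCN more readily, so the larger medians may come in part from it. Of 190 alternative values of named genes, 4 moved, all with the offset (P2RY14, VIT, CD14 and CD3D). Under it, named list genes past 3-fold as deposited that were not were VSIG4 (0.86), TNFSF15 (0.89), CSF1R (1.13), IL18RAP (1.17), CX3CR1 (1.27), CCL23 (1.31), TPSB2 (1.35), UBE2L6 (1.49), TNFRSF9 (1.54), CCR7 (1.55), CTSG (-1.49), IL10RB, CD3D and ITGA11. Of these lists, the TNF superfamily was not apart without dim rows (percentile 92.1), nor megakaryocyte and platelet genes with unmatched random lists (97.4) or the offset (96.0). There is no background signal to set a detection limit by, so small differences of dim rows are the least certain.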

Other observations

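The use of the FOXO and ERK target lists in this part as tests of Akt and ERK activity was chosen after the results were seen. Genes of purine synthesis had a median log2 difference of -0.45 between TCN-treated and control cells (15 measured, percentile 0.140), with PFAS at -1.27, and genes of DNA replication a median of -0.32 (36 measured, percentile 0.110), with GINS1 at -1.25 and MCM6 at -1.04. Replication-dependent histones (median -0.30, percentile 0.890) and oxidative phosphorylation genes (median -0.26, percentile 1.47) were also on the low side, whereas mitosis genes were not (median 0.00, percentile 55.3). None of the genes of these lists reached 3-fold. Lysosome and autophagy genes had a median of 0.48 (percentile 99.99) with WIPI1 (2.02) and CTSS (1.68) at least 3-fold higher, and unfolded protein response genes a median of 0.41 (percentile 99.7) with none past 3-fold. HK1, the hexokinase gene, was higher by 3.76 while glycolysis and hypoxia genes as a group had a median of -0.11 (percentile 17.8). Myeloid transcription factors did not stand apart (median -0.10, percentile 24.2), with IRF8 at 1.33 and KLF4 at 1.08. The T and NK cell list had 3 of 22 genes at least 3-fold higher, CD3D, PRF1 (2.40) and LAT (2.36), at a median of 0.10 (percentile 84.9), and none of the 22 was at least 3-fold higher in TCN+PD169316 vs PD169316.

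With PD169316 alone, integrated stress response genes had a median of 0.73 (percentile 100) with 8 of 28 at least 3-fold higher, including ALDH1L2 (2.94), VLDLR (2.77) and PSAT1 (2.15) beside ASNS, whereas with TCN alone the median was 0.05 (percentile 68.1). Glycolysis and hypoxia (median -0.69, percentile 0), sterol and fatty acid synthesis (-0.57, percentile 0.0100) and NF-κB and inflammatory target genes (-0.35, percentile 0) were on the low side with PD169316, and CXCL8 differed by -2.44. Azurophil granule genes (-1.01, percentile 0) and MHC class I genes (1.11, percentile 100) stood apart on the same side with PD169316 as with TCN. So did interferon-response (0.55), lysosome and autophagy (0.365), DNA replication (-0.445), ribosome biogenesis (-0.46) and oxidative phosphorylation genes (-0.43). Unfolded protein response (-0.36) and NADPH oxidase genes (-0.73) stood apart as lower with PD169316 but as higher with TCN. These comparisons share the control array, so part of the resemblance may come from it. A shift of dim rows between the array pairs (0.22 among the dimmest in TCN+PD169316 vs TCN) bears on these values. The NADPH oxidase genes went apart, with NCF1 at -2.57 and CYBB at -1.89 in PD169316 vs DMSO, against 3.13 and 0.08 in TCN vs DMSO.

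The effects of TCN with and without PD169316 share no array, and across 17687 genes, which are not independent replicates, they correlated at 0.563. Of the 311 genes at least 3-fold higher with TCN, 160 were so in TCN+PD169316 vs PD169316 as well, where independent lists would share 5.38. Of the 63 at least 3-fold lower, 12 were, where independent lists would share 0.356. The TCN+PD169316 and TCN arrays had nearly the same signals (correlation 0.997 across rows). Both differences therefore hold much the same signal of TCN-treated cells, and independent lists are too low a yardstick. The correlation, the shared genes and the lists apart in both pairs can follow in part from this. The limma fit over both pairs called 95 genes higher and 10 lower at an adjusted p under 0.05. On simulated data 31.2% of the calls of this fit were of unchanged genes, so its adjusted p-values were too small there. LGALS9 had a log2 effect of 5.06 (standard error 0.231, adjusted p = 0.0296 from limma) and MFAP4 one of -3.92 (standard error 0.238, adjusted p = 0.0332 from limma), each in the same direction in 2 of 2 pairs. If the TCN+PD169316 array lacked PD169316, these pairs would not be a control for it. Of 47 lists, camera called 20 at the preset correlation, 15 higher and 5 lower, and 0 with an estimated correlation (lowest adjusted p = 0.689, lowest unadjusted p = 0.0959, from camera). With an estimated correlation the test has 1 residual degree of freedom, and lists with an estimated correlation below 0, such as monocyte and macrophage genes (-0.0246), lost their call too, so this does not show whether the calls hold against correlation between genes. Of the 18 lists that stood apart as higher in TCN vs DMSO, 13 did so in TCN+PD169316 vs PD169316, and of the 6 that stood apart as lower, 2 did, purine synthesis (-0.28) and histones (-0.23). Of those lower, the azurophil granule, DNA replication (0.12), oxidative phosphorylation (0.15) and ribosome biogenesis lists (-0.13) were not apart in the latter pair. Each of these already stood apart as lower with PD169316 alone. Of those higher, the chemokine (0.05), mature neutrophil surface (0.03), megakaryocyte, MHC class I and FOXO target lists were not apart there. Among these, the MHC class I list already stood apart as higher with PD169316 alone. In the opposite direction, 7 lists stood apart only in TCN+PD169316 vs PD169316. Higher were the chemokine receptor (0.24), NF-κB, sterol and fatty acid synthesis (0.56), glycolysis (0.54) and retinoic acid target lists, and lower were the integrated stress response (-0.69) and cytosolic ribosomal protein lists (-0.31).

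TCN is described in the paper as an Akt inhibitor, and FOXO factors are restrained by Akt, which gives the hypothesis that FOXO target genes were higher with TCN. Their median was 0.54 over 22 measured genes in TCN vs DMSO, at percentile 100 of random lists, with CCNG2 (2.32), TXNIP (1.24) and SESN1 (1.08) higher and SESN3 at -1.09. In TCN+PD169316 vs PD169316 it was 0.06, at percentile 71.4, and in PD169316 vs DMSO 0.345, at percentile 94.6. The TCN+PD169316 array is close to the TCN array, so a rise with PD169316 alone lowers the median of that pair. The pair therefore cannot weigh against the hypothesis. The fit over both pairs, which includes it, did not call the list (adjusted p = 0.116 from camera). The arrays do not decide the hypothesis. The paper reports ERK activation by TCN on western blots at earlier times, and less CD11b induction by TCN with the MEK inhibitor U0126. On the arrays, ERK target and feedback genes had a median of 0.14 over 22 measured genes at percentile 90.0. This does not decide whether they were higher as a group at 72 h, and RNA at that time is no measure of the earlier phosphorylation. DUSP6 (2.71), DUSP4 (2.52) and PHLDA1 (2.06) were at least 3-fold higher, while EGR1, another such gene in many cells, differed by -0.89.

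For markers that the paper measured by other methods, the arrays gave log2 differences of 1.56 for ITGAX (CD11c), 1.13 for CD14 and -1.24 for MPO in TCN-treated against control cells. The signal of CD14 was low, 3.57 in control and 4.70 in TCN-treated cells, and with an offset of 32 its difference was 0.40. With PD169316 alone, ITGAM was higher by 1.81, and with both agents its signal was 8.64, against 8.66 with TCN alone. The signal of GAPDH differed by -0.04 between TCN-treated and control cells, that of AKT1 by 0.70 and that of AKT2 by -0.84.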
